A study of Danio rerio with 4 samples. Its data were reported in "Haematopoietic stem and progenitor cell heterogeneity is inherited from the embryonic endothelium" (2023).

How the data were processed

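Single-cell RNA-seq libraries were made from GFP-positive cells of 26 hpf zebrafish trunks with 10x Genomics Chromium 3′ chemistry, 1 library for each of 4 groups (WT, miR-128 mutant, csnk1a1 g3UTR and jag1b g3UTR). The authors ran Cell Ranger with an annotation whose 3′UTRs had been corrected and deposited filtered matrices of raw UMI counts per gene and cell barcode. Per the file headers, the WT and miR-128 mutant matrices came from Cell Ranger 5.0.0 and those of both g3UTR libraries from version 6.0.1. The values were whole numbers, no barcode had fewer than 500 UMIs, and the list of genes was identical in the 4 libraries. Gene symbols were those paired with the identifiers in these lists. The genome build was not stated, so no coordinates are given, and with no genome or 3′UTR sequence used here, the planned comparison of genes with a miR-128 seed site was not run.

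Cells with fewer than 200 detected genes, more than 35000 UMIs or a mitochondrial share over 20% were left out, as were genes seen in fewer than 3 cells, which kept 41588 cells and 29343 genes. The limit on UMIs is the study's guard against doublets. As an alternative, Scrublet (scanpy 1.11.5) scores were computed per library and the highest-scoring cells were left out at 0.8% of cells per 1000 barcodes, which marked 1261 cells in WT, 724 in the miR-128 mutant, 679 in csnk1a1 g3UTR and 1018 in jag1b g3UTR.

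The libraries were integrated in Seurat 5.3.0 (R 4.3.3) with log-normalized counts, 2000 variable genes, anchors and 20 dimensions, and clustered at resolution 0.5 into 22 clusters. The genes compared in the results and the cell cycle genes were kept out of the variable genes, so that the clusters were not built from them. The names still rested in part on compared genes, with runx1 and gata2b among the raised markers of haemogenic EC and myb among the 3 raised markers of the nHSPC-like cluster, which could not have been named without it. Clusters of endothelial or blood cells, 37057 cells in all, were integrated and clustered again into 16 clusters at resolution 0.5, the smallest of a fixed series at which haemogenic EC, nHSPC-like, erythroid and myeloid clusters could each be named. A name needed at least 3 of its markers to be raised 2-fold over the other cells and, in this second clustering only, no more markers of another class than of its own among the 10 leading genes. A leading gene had a UMI in at least 20% of the cluster's cells, and 5 CPM (counts-per-million of the summed UMIs) were added before each fold.

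Some thresholds were set after the clusters of all cells had been seen. An unnamed cluster was clustered again only if its depth was at least 33.3% of the library median and if over 50% of 11 endothelial markers reached 50% of their median level in the named endothelial clusters. Cells left out at this step made up 9.35% of kept cells in WT, 8.98% in the miR-128 mutant, 11.9% in csnk1a1 g3UTR and 13.4% in jag1b g3UTR. Among them, 1 unnamed shallow cluster with endothelial markers held 1.95%, 1.94%, 3.87% and 3.68%. Named cells outside endothelium and blood (mesenchyme, neural, muscle, epidermis, notochord and pigment) held 6.75%, 6.57%, 7.47% and 8.63%. A cluster of 292 cells with raised pronephros markers made up the rest, with 79, 44, 52 and 117 cells. It was named and therefore not clustered again, although 11 of 11 endothelial markers reached the level above, so some endothelial cells may have been left out with it. Endothelial clusters that could be given no finer name were joined as other EC, with 43.5%, 42.9%, 39.7% and 42.7% of kept cells, and entered the endothelial sums but not the EHT lineage. Their leading genes included heat shock and early response genes (hsp70.2, hsp70.3, atf3 and fosb) in 1 cluster of 730 cells. Endothelial cells were arterial, tip, haemogenic, venous and lymphatic, and other EC, 33019 cells in all.

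With 1 library per group, no test was run. Shares of cells were compared by exact binomial (Clopper-Pearson) intervals and UMI sums by exact Poisson intervals at 95%. Genes were compared as CPM of the UMIs summed over the cells of a class. A count of 0 was set to a floor of 3 counts for the order of genes, and the upper limit of its ratio is given. UMIs count molecules, and the intervals take no account of variation between embryos, preparations or sequencing runs. Those of UMI sums also take no account of variation between the cells of a library and may be too narrow for it. Under the mean over cells of each cell's CPM, 18 values of single genes moved out of them. Shares of cells with a gata2b UMI and cell cycle phases were computed after thinning every cell to 1 depth, the 10th percentile of the cells compared rounded down to a multiple of 500. Phases came from S and G2/M scores over 46 and 52 genes against control genes of like expression. Medians of gene lists were set against 10000 random lists drawn from the 100 genes nearest in expression to each member. Genes of a list with fewer than 20 UMIs in both libraries together were left out of its median.

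The lists of genes compared, and the rule that picks genes by size, were fixed before the data were examined. They gave the target genes csnk1a1 and jag1b, the host genes r3hdm1 and arpp21, gata2b, runx1 and myb, the lineage markers, the Wnt, Notch and predicted target lists, and the 3 highest and 3 lowest ratios per mutant in endothelial and nHSPC-like cells among genes with at least 200 UMIs. Leading genes of clusters, kdrl, histone genes and haemoglobin genes were looked at after the data were seen. The alternatives were no integration, label transfer of classes to the g3UTR libraries with scores of at least 0.55 (after the study, but without its stricter limit for some clusters and its repeated projection), the compared genes kept among the variable genes, the next higher resolution, removal of the highest Scrublet scores, a mitochondrial limit of 10%, other denominators, thinning depths and cell sets, and other scalings. The alternative of cells with at least 3000 UMIs was chosen after the data were seen. The computation of ratios and list medians was checked on simulated counts over 13068, 12774 and 12696 genes for the miR-128 mutant, csnk1a1 g3UTR and jag1b g3UTR in endothelial cells. Of these genes 155, 152 and 149 were changed, and 96.1%, 92.8% and 89.3% of the changed genes were recovered. The counts were Poisson draws from the WT profile, without variation between cells or libraries. The check therefore cannot tell how well the intervals hold in the real libraries. The analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.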

Results

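The data collected were unique molecular identifier (UMI) counts per gene and cell from 4 droplet libraries of zebrafish embryos at 26 hours post fertilization (hpf). Each library held GFP-positive cells sorted from dissected trunk tissue of the Tg(kdrl:GFP) line, in which the promoter of the endothelial gene kdrl drives GFP. The tissue contains the aorta-gonad-mesonephros region, where haemogenic endothelial cells (haemogenic ECs) of the dorsal aorta turn into nascent haematopoietic stem and progenitor cells (nHSPCs), a step called the endothelial-to-haematopoietic transition (EHT). The 4 groups were wild type (WT), the miR-128 mutant, which lacks both copies of an intronic microRNA, and a pair of lines named here csnk1a1 g3UTR and jag1b g3UTR, in which guide RNAs altered the 3′ untranslated region (3′UTR) of a target gene of that microRNA. Each group was 1 library, so there was no replicate error, and no test or p-value is given. All intervals are 95% intervals that cover counting error only, and every difference below is a difference between libraries.

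The WT library held 12918 cell barcodes with 144258953 UMIs, the miR-128 mutant library 9788 with 99846696, the csnk1a1 g3UTR library 9380 with 80140720 and the jag1b g3UTR library 11482 with 69980329. After filtering, 12206, 9241, 9054 and 11087 cells were kept in this order of libraries, with a median of 10518, 9611, 7724.5 and 5723 UMIs per cell. The jag1b g3UTR library was therefore the shallowest per cell and the WT library the deepest. The WT and miR-128 mutant matrices came from Cell Ranger 5.0.0 and both g3UTR matrices from version 6.0.1. A difference between the g3UTR libraries and WT can therefore not be told apart from an effect of the Cell Ranger version, or of any other step that was handled by pair. Values within the g3UTR pair are given for the class shares, the phases and the target, host and EHT genes. The deleted microRNA and the edited bases are not measured by gene counts, so no targeted gene could check the labels. The annotation gives gene identifiers without a stated genome build, and no positions are printed.

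The first comparison addressed whether the make-up of the EHT lineage differed between each mutant library and WT. The lineage was taken as arterial, tip and haemogenic EC, nHSPC-like cells, erythroid cells (named pLEP-like, after primed lympho-erythroid progenitors) and myeloid cells (named pLMP-like, after primed lympho-myeloid progenitors). It held 4240 cells in WT, 3304 in the miR-128 mutant, 3330 in csnk1a1 g3UTR and 3747 in jag1b g3UTR. These classes were rebuilt from clusters and marker genes, so their borders may differ from those of the study. The leading genes of the erythroid cluster were mostly haemoglobin genes, such as hbbe3 and hbae3, with slc4a1a and alas2. Those of the myeloid clusters included lyz, npsn and mpx in the larger and mfap4 in the smaller. Both classes may therefore hold more mature cells than the names say, and a match to the study's primed progenitors was not shown. Shares are given with exact Clopper-Pearson intervals, and ratios of shares or of UMI counts with exact conditional binomial intervals.

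The nHSPC-like share of the EHT lineage was 11.1% (10.2 to 12.1) in WT and 12.1% (11.0 to 13.3) in the miR-128 mutant, a ratio of 1.09 (0.95 to 1.25) that was not distinguishable from 1 at this depth. In csnk1a1 g3UTR the share was 16.1% (14.9 to 17.4), and its ratio to WT was 1.45 (1.28 to 1.64). In jag1b g3UTR it was 12.3% (11.2 to 13.4), with a ratio of 1.1 (0.968 to 1.26). Counting EHT-lineage cells with a myb UMI after thinning in place of the cluster moved this last ratio most, to 1.3. The shares of such cells were 12.1% in WT, 14.3% in the miR-128 mutant, 18.5% in csnk1a1 g3UTR and 15.7% in jag1b g3UTR. By this count the miR-128 mutant was also above WT, and no interval is given for it. The haemogenic EC share was 9.03% (8.19 to 9.94) in WT, 12.6% (11.4 to 13.7) in the miR-128 mutant, 8.80% (7.86 to 9.81) in csnk1a1 g3UTR and 6.97% (6.17 to 7.83) in jag1b g3UTR. The ratio to WT was 1.39 (1.21 to 1.6) for the miR-128 mutant, 0.974 (0.834 to 1.14) for csnk1a1 g3UTR and 0.771 (0.656 to 0.905) for jag1b g3UTR.

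The pLEP-like share was 3.56% (3.02 to 4.16) in WT and 2.45% (1.95 to 3.04) in the miR-128 mutant, a ratio of 0.688 (0.519 to 0.908). It was 8.47% (7.54 to 9.47) in csnk1a1 g3UTR and 11.6% (10.6 to 12.7) in jag1b g3UTR, with ratios to WT of 2.38 (1.94 to 2.92) and 3.25 (2.70 to 3.94). The pLMP-like share was 5.31% (4.65 to 6.02) in WT and 5.27% (4.53 to 6.08) in the miR-128 mutant. It was 11.1% (10.0 to 12.2) in csnk1a1 g3UTR and 12.1% (11.1 to 13.2) in jag1b g3UTR, with ratios to WT of 2.08 (1.76 to 2.47) and 2.28 (1.94 to 2.69). Over all kept cells in place of the EHT lineage, the pLEP-like shares were 1.24%, 0.877%, 3.11% and 3.91% and the pLMP-like shares 1.84%, 1.88%, 4.06% and 4.09%, in the order WT, miR-128 mutant, csnk1a1 g3UTR and jag1b g3UTR. Within the pair of g3UTR libraries, csnk1a1 g3UTR over jag1b g3UTR gave 1.31 (1.16 to 1.49) for nHSPC-like cells, 1.26 (1.07 to 1.50) for haemogenic EC, 0.731 (0.627 to 0.851) for pLEP-like cells and 0.912 (0.793 to 1.05) for pLMP-like cells.

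**Figure D1:**
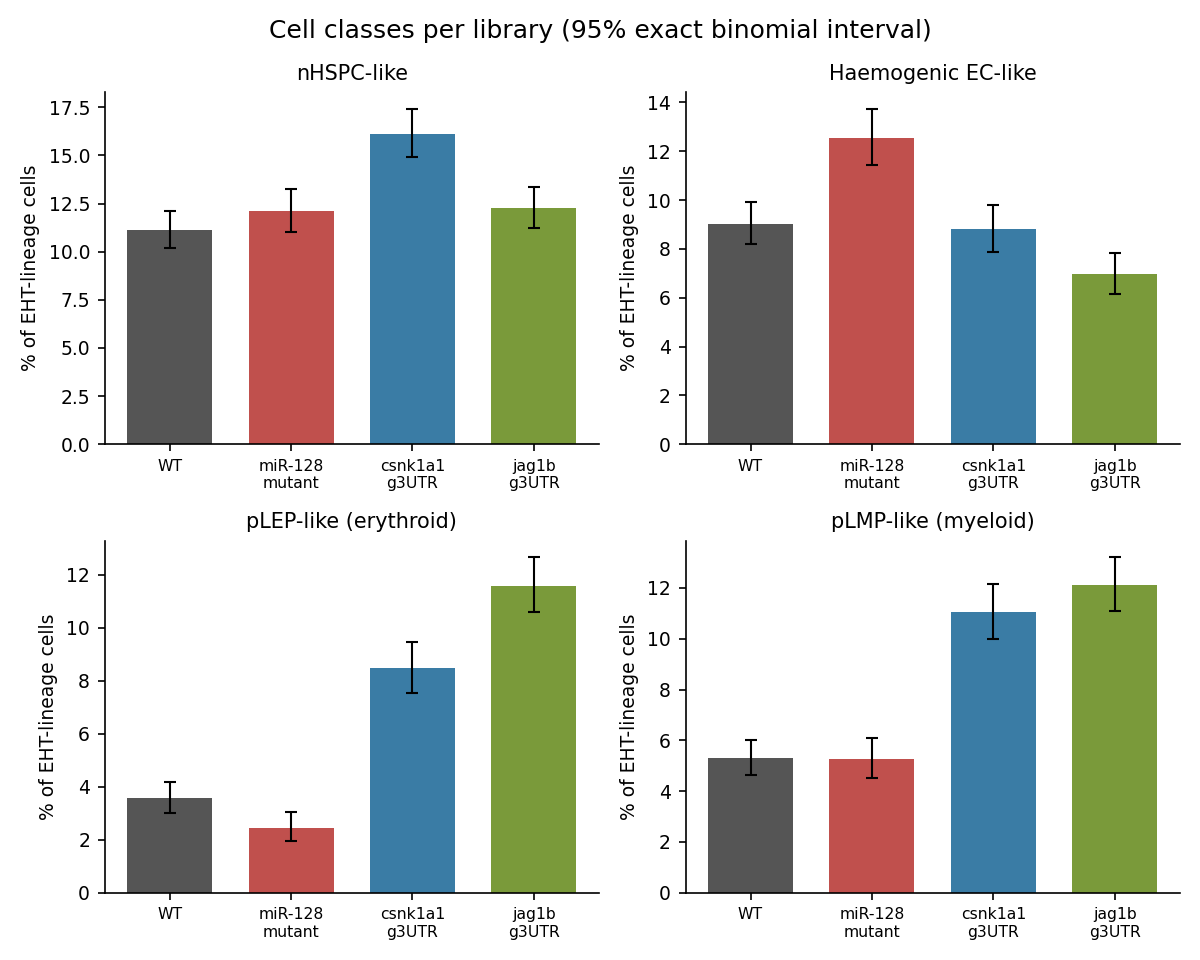
Share of EHT-lineage cells, in percent, that fell in each of 4 rebuilt classes, 1 bar per library, with 95% exact binomial intervals for counting error. Both g3UTR libraries lie above WT in the pLEP-like and pLMP-like classes, csnk1a1 g3UTR is highest in the nHSPC-like class at 16.1%, and the miR-128 mutant is highest in the haemogenic EC class at 12.6%.

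The next comparison concerned cells with a gata2b UMI (gata2b, LL0000011161) before and during EHT, counted among arterial, tip and haemogenic EC after each cell was thinned to 3500 UMIs. The share was 3.84% (3.2 to 4.56) in WT, 5.25% (4.42 to 6.19) in the miR-128 mutant, 3.71% (2.91 to 4.65) in csnk1a1 g3UTR and 2.84% (2.13 to 3.71) in jag1b g3UTR. Thinning left out 159, 98, 228 and 570 cells in this order of libraries. Without it the shares were 8.37%, 10.9%, 7.79% and 4.63%, and the gata2b UMIs of the same cells, as counts-per-million values (CPM), were 11.3, 17.5, 13.0 and 9.10. For csnk1a1 g3UTR the share lay below WT and the CPM above it, so no order is read between these libraries. In this pool the miR-128 mutant was above WT by every one of these measures and jag1b g3UTR below it. Among arterial and tip EC alone, the thinned share was 2.02% (1.53 to 2.60) in WT, 1.90% (1.36 to 2.56) in the miR-128 mutant, 1.61% (1.07 to 2.34) in csnk1a1 g3UTR and 1.21% (0.742 to 1.87) in jag1b g3UTR, and the CPM was 4.53 (3.84 to 5.31), 4.99 (4.11 to 5.99), 5.09 (4.03 to 6.35) and 3.72 (2.76 to 4.90), so that neither measure told the miR-128 mutant from WT there. The higher pooled share of the mutant thus lay with its haemogenic EC, which were 389 of its 2551 thinned cells, against 355 of 3233 in WT. In cells outside endothelium and blood, which should lack the gene, thinned cells with a gata2b UMI numbered 0 of 696 in WT, 0 of 554 in the miR-128 mutant, 0 of 602 in csnk1a1 g3UTR and 1 of 670 in jag1b g3UTR. The median depth of those cells before thinning was 11321.5, 10800.0, 8556 and 5757 UMIs, against 10032.5, 9119, 7230.0 and 5437 in the endothelial cells counted. Among haemogenic EC alone the thinned share was 17.5% (13.7 to 21.8) in WT, 24.2% (19.99 to 28.7) in the miR-128 mutant, 21.5% (16.5 to 27.2) in csnk1a1 g3UTR and 19.4% (13.9 to 26.0) in jag1b g3UTR. Without thinning it was 42.3%, 48.0%, 34.8% and 24.9%, and the CPM was 66.1, 83.8, 63.9 and 57.1, so that both g3UTR libraries were above WT by the thinned share and below it by the others, and no order is read for them.

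Cell cycle phases of nHSPC-like cells were compared after thinning to 5500 UMIs, which left out 28 cells in WT, 17 in the miR-128 mutant, 34 in csnk1a1 g3UTR and 104 in jag1b g3UTR. Cells scored as S phase made up 22.5% (18.7 to 26.7) in WT, 26.6% (22.3 to 31.4) in the miR-128 mutant, 29.8% (25.9 to 34.0) in csnk1a1 g3UTR and 26.1% (21.6 to 31.0) in jag1b g3UTR. Cells scored as G2/M made up 26.6% (22.5 to 30.9), 22.2% (18.1 to 26.7), 32.0% (27.9 to 36.3) and 32.6% (27.7 to 37.7), and the remaining cells, scored as G1, 50.9% (46.1 to 55.6), 51.2% (46.0 to 56.3), 38.2% (33.9 to 42.6) and 41.3% (36.1 to 46.6). The ratio of the S phase share to WT was 1.18 (0.889 to 1.57) in the miR-128 mutant, 1.32 (1.02 to 1.72) in csnk1a1 g3UTR and 1.16 (0.865 to 1.55) in jag1b g3UTR, and that of the G2/M share 0.835 (0.624 to 1.11), 1.2 (0.944 to 1.54) and 1.23 (0.941 to 1.6). Of these intervals only that of the S phase ratio of csnk1a1 g3UTR excluded 1, and the G1 interval of the same library lay below that of WT. The G1 interval of jag1b g3UTR overlapped that of WT only between 46.1 and 46.6. Within the pair of g3UTR libraries, csnk1a1 g3UTR over jag1b g3UTR was 1.14 (0.876 to 1.49) for S phase and 0.982 (0.769 to 1.26) for G2/M. Neither phase told these libraries apart. Not thinned, the S phase shares were 22.2%, 25.8%, 27.7% and 21.7% and the G2/M shares 26.5%, 23.3%, 33.7% and 36.5%, and the G2/M interval of jag1b g3UTR (32.1 to 41.1) then lay above that of WT (22.6 to 30.7). Its G1 interval (37.2 to 46.4) then lay below that of WT (46.7 to 55.9). With the next higher clustering resolution, the G2/M ratio of csnk1a1 g3UTR to WT rose from 1.2 to 1.62.

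**Figure D2:**
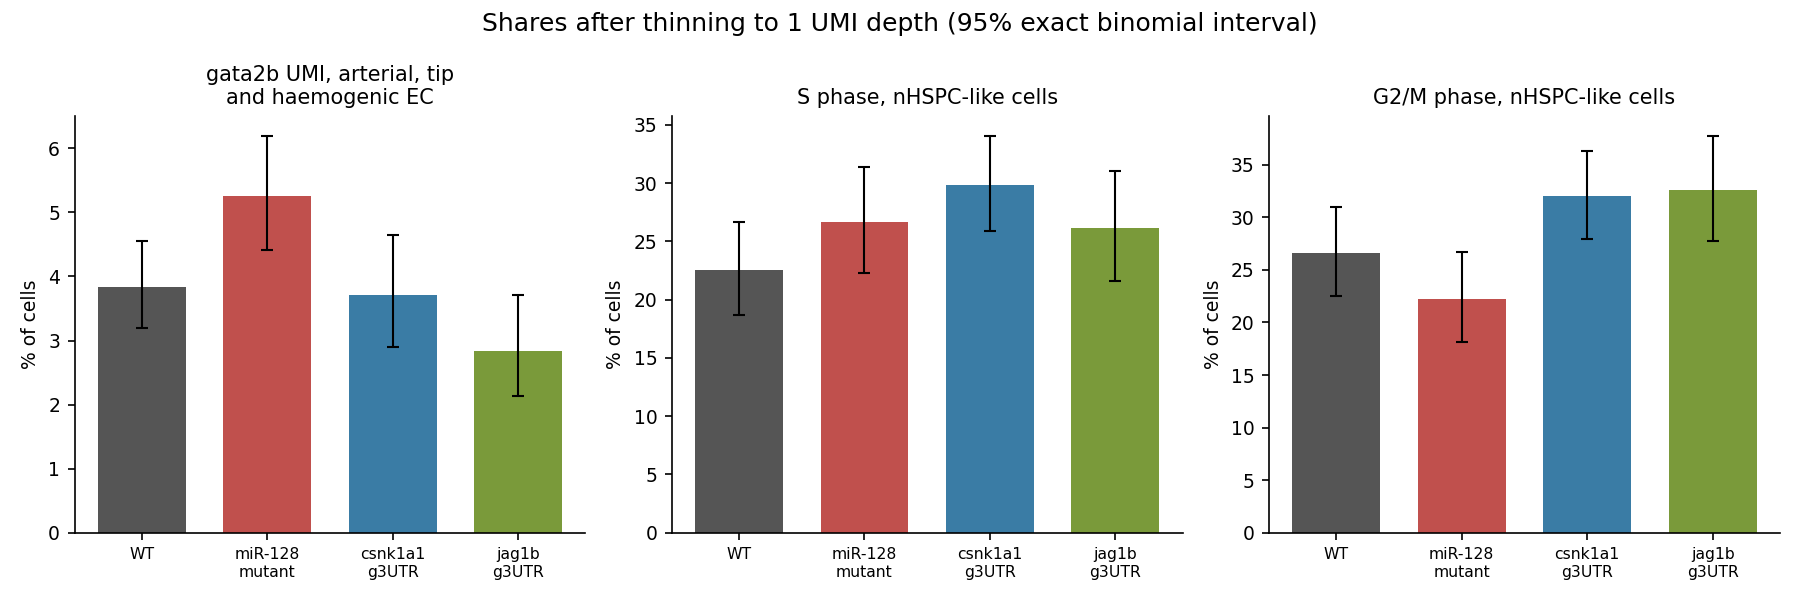
Share of cells, in percent, with a gata2b UMI among arterial, tip and haemogenic EC, and in S or G2/M phase among nHSPC-like cells, 1 bar per library after thinning, with 95% exact binomial intervals. The gata2b share is highest in the miR-128 mutant at 5.25%, and the S phase share is highest in csnk1a1 g3UTR at 29.8%.

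The third comparison asked whether the target genes csnk1a1 (LL0000007440) and jag1b (LL0000013003) were higher in endothelial cells of the mutants, where the study places their repression. Values are CPM over the UMIs of all endothelial cells, with exact Poisson intervals. The median gene moved by a log2 ratio to WT of 0.13 in csnk1a1 g3UTR and 0.24 in jag1b g3UTR, and changes in those libraries have to be read against these shifts. In the miR-128 mutant the shift was close to 0. The csnk1a1 value was 351 CPM (347 to 354) in WT, 367 (363 to 371) in the miR-128 mutant, 364 (359 to 370) in csnk1a1 g3UTR and 367 (362 to 373) in jag1b g3UTR. The ratios to WT were 1.05 (1.03 to 1.06), 1.04 (1.02 to 1.06) and 1.05 (1.03 to 1.07). Under median-of-ratios scaling the direction turned for both g3UTR libraries, to 0.927 for csnk1a1 g3UTR and 0.838 for jag1b g3UTR. Among 500 genes of like expression, the csnk1a1 ratio ranked at percentile 77.0 in the miR-128 mutant, 66.8 in csnk1a1 g3UTR and 61.8 in jag1b g3UTR. In arterial, tip and haemogenic EC only, the ratios were 1.01, 1.01 and 1.02, with intervals that include 1.

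The jag1b value was 6.88 CPM (6.41 to 7.39) in WT and 9.16 (8.49 to 9.86) in the miR-128 mutant, from 765 and 707 UMIs, a ratio of 1.33 (1.2 to 1.48) at percentile 93.8 among genes of like expression. In csnk1a1 g3UTR it was 5.91 (5.29 to 6.59) from 323 UMIs, with a ratio of 0.859 (0.752 to 0.979). In jag1b g3UTR itself it was 6.36 (5.68 to 7.10) from 317 UMIs, with a ratio of 0.924 (0.808 to 1.05). Within the pair of g3UTR libraries, csnk1a1 g3UTR over jag1b g3UTR was 0.992 (0.972 to 1.01) for csnk1a1 and 0.930 (0.794 to 1.09) for jag1b. By these values over all endothelial cells, neither edited gene was detectably higher in its own library than in the other. In arterial, tip and haemogenic EC only, jag1b was 7.76 CPM (6.41 to 9.31) from 116 UMIs in jag1b g3UTR. It was 5.8 CPM (4.74 to 7.03) from 104 UMIs in csnk1a1 g3UTR. In those cells the jag1b value was higher in its own library, but these intervals overlap and no interval is given for that ratio. Median-of-ratios scaling lowers jag1b g3UTR more than csnk1a1 g3UTR, by log2 values of 0.32 and 0.17 over all endothelial cells. The jag1b values of those cells were not compared under it, so no order is read. Both CPM values lay below the 8.71 CPM of WT, and the ratio of jag1b g3UTR to WT was 0.891, with an interval that includes 1. Under median-of-ratios scaling, however, csnk1a1 was at 0.927 of WT in its own library and at 0.838 in jag1b g3UTR, so its order between these libraries depends on the scaling.

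The genes whose introns hold miR-128 were compared in the same cells. For r3hdm1 (LL0000023008) the ratio to WT was 1.12 (1.02 to 1.22) in the miR-128 mutant, 1.35 (1.24 to 1.48) in csnk1a1 g3UTR and 1.48 (1.35 to 1.62) in jag1b g3UTR. For arpp21 (LL0000001409) it was 0.647 (0.581 to 0.720), 0.830 (0.742 to 0.927) and 1.33 (1.21 to 1.47), from 1105 UMIs in WT and 497 in the miR-128 mutant. The arpp21 ratio of csnk1a1 g3UTR turned to 1.05 when all kept cells were used. Of the EHT genes, gata2b was 1.58 (1.39 to 1.79), 1.17 (0.999 to 1.36) and 0.737 (0.610 to 0.886) times WT in endothelial cells, and runx1 was 1.13 (0.969 to 1.32), 2.06 (1.78 to 2.37) and 2.22 (1.92 to 2.56) times WT, in the order miR-128 mutant, csnk1a1 g3UTR and jag1b g3UTR. For myb the ratios were 1.57 (1.43 to 1.72), 1.68 (1.52 to 1.85) and 1.1 (0.975 to 1.23). Within the pair of g3UTR libraries, csnk1a1 g3UTR over jag1b g3UTR was 0.916 (0.829 to 1.01) for r3hdm1 and 0.624 (0.552 to 0.704) for arpp21. It was 1.58 (1.29 to 1.94) for gata2b, 0.927 (0.802 to 1.07) for runx1 and 1.53 (1.35 to 1.73) for myb.

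**Figure D3:**
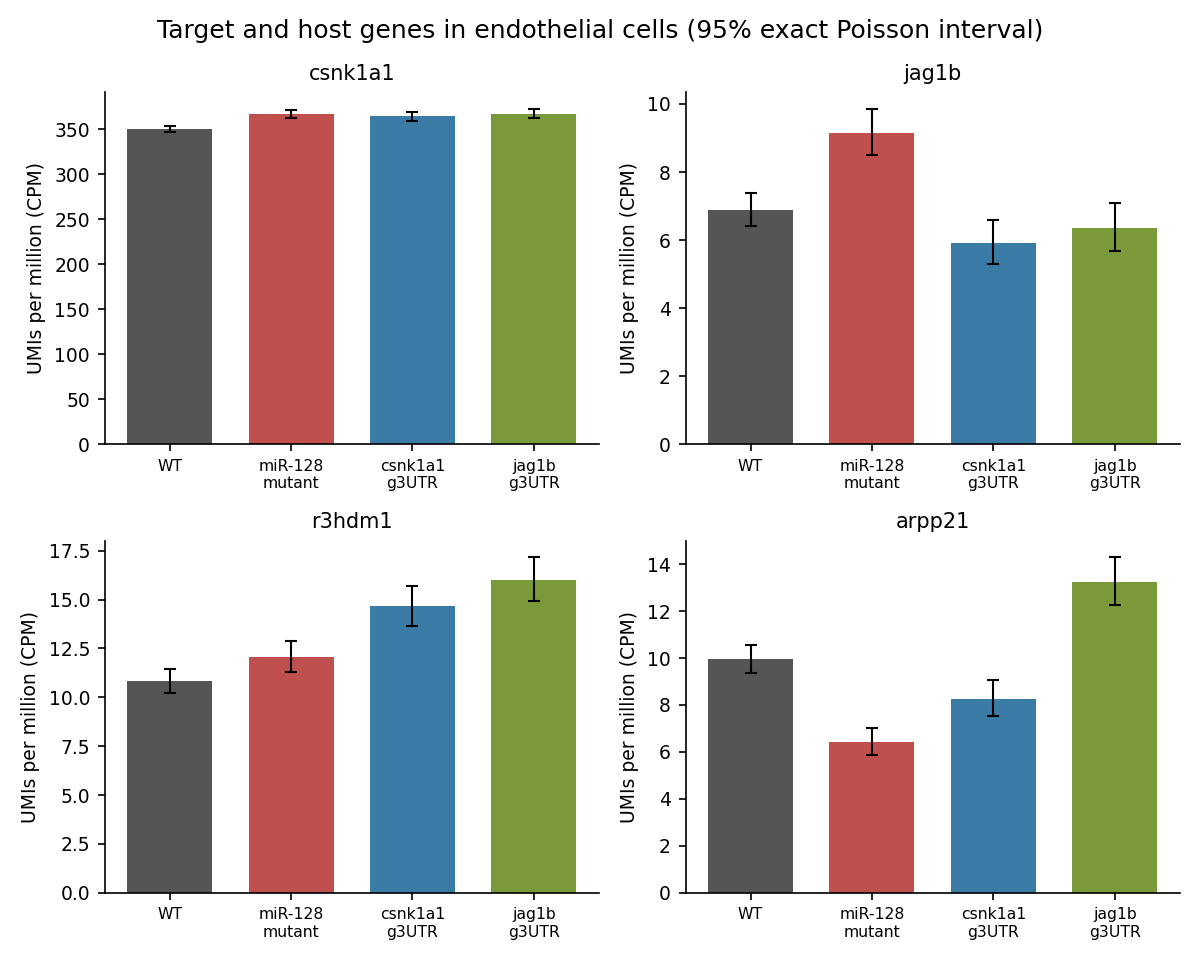
Expression in CPM of csnk1a1, jag1b, r3hdm1 and arpp21 in endothelial cells, 1 bar per library, with 95% exact Poisson intervals. The csnk1a1 bars lie between 351 and 367 CPM, and their order against WT depends on the scaling. The miR-128 mutant is highest for jag1b at 9.16 CPM and lowest for arpp21 at 6.44 CPM.

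Lists of Wnt targets, Notch targets and predicted miR-128 targets of both pathways were compared in endothelial cells by their median log2 ratio to WT. Each median is given with its percentile among 10000 random lists of the same size matched on expression, as a description of these libraries. In the miR-128 mutant the medians were -0.057 for 10 Wnt targets (percentile 30.6), -0.024 for 9 Notch targets (percentile 44.5) and 0.0096 for 23 predicted targets (percentile 60.5). In csnk1a1 g3UTR they were 0.16 (percentile 51.8), 0.19 (percentile 58.6) and 0.31 (percentile 99.1). In jag1b g3UTR they were 0.70 (percentile 92.5), -0.076 for 8 Notch targets (percentile 7.34) and 0.41 (percentile 89.0). Under median-of-ratios scaling, which moved these medians most, the predicted targets fell to 0.15 in csnk1a1 g3UTR and 0.087 in jag1b g3UTR. In the miR-128 mutant 13 of the 23 predicted targets were higher than in WT and 10 lower, over a range of log2 ratios from -0.32 to 0.58. Both csnk1a1 and jag1b are members of this list.

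The Notch targets of jag1b g3UTR went both ways, 4 higher and 4 lower. The hairy-related genes her6, her9, her12 and her15.1 were at 0.692 (0.659 to 0.726), 0.598 (0.559 to 0.638), 0.595 (0.461 to 0.760) and 0.446 (0.353 to 0.557) of their WT level. Meanwhile hey1, hey2, nrarpa and nrarpb were at 1.71 (1.53 to 1.91), 1.54 (1.47 to 1.63), 1.3 (1.24 to 1.37) and 1.66 (1.57 to 1.77) times WT. These ratios include the upward shift of this library. Among genes of like expression, the her genes ranked at percentiles 5.2, 1.4, 5.4 and 0.8 in the same order. The higher genes ranked at 79.8, 74.8, 60.2 and 81.8. The lower genes thus stood out more from genes of like expression than the higher ones. Of these her genes, 3 were also lower in csnk1a1 g3UTR, with ratios of 0.673 for her9, 0.556 for her12 and 0.671 for her15.1.

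Erythroid, lymphoid and myeloid markers were compared within pLEP-like and pLMP-like cells. In pLEP-like cells the median log2 ratio of the erythroid genes gata1a, alas2 and cahz was 0.55 in the miR-128 mutant, 0.41 in csnk1a1 g3UTR and 0.58 in jag1b g3UTR. The gata1a ratio to WT was 1.46 (1.23 to 1.74), 0.878 (0.755 to 1.02) and 1.26 (1.09 to 1.47), from 266 UMIs in WT and 269 in the miR-128 mutant. For csnk1a1 g3UTR it was 1.12 by the mean over cells of each cell's CPM, so no direction is read there. The alas2 ratio was 1.66 (1.49 to 1.84), 1.75 (1.61 to 1.91) and 2.38 (2.18 to 2.59). The lymphoid genes ikzf1, hmgb2a and hmgn2 had median log2 ratios of 0.16, 0.26 and 0.45 in pLEP-like cells. The ikzf1 ratio there was 1.32 (0.889 to 1.96) in the miR-128 mutant, from 57 UMIs in WT and 52 in the mutant, which is too few to tell it from 1. In the g3UTR libraries it was 1.2 (0.878 to 1.66) and 1.45 (1.06 to 2.0). These ratios depended on the clustering, and rose to 1.78 and 2.03 without integration and to 1.87 and 2.06 with label transfer. The other members of this list went different ways in pLEP-like cells, with hmgb2a at 1.12 (1.04 to 1.2), 1.25 (1.19 to 1.33) and 1.36 (1.29 to 1.44) and hmgn2 at 0.836 (0.777 to 0.899), 1.1 (1.05 to 1.16) and 0.829 (0.783 to 0.877) times WT, in the order miR-128 mutant, csnk1a1 g3UTR and jag1b g3UTR. The myeloid gene cebpa was lower there, at 0.170 (0.0788 to 0.329), 0.410 (0.297 to 0.566) and 0.303 (0.207 to 0.438) of WT in the same order. Without integration the last 2 rose to 0.654 and 0.534. For spi1b the g3UTR ratios were 1.05 (0.582 to 1.98) and 1.16 (0.635 to 2.20). The miR-128 mutant had only 2 spi1b UMIs there, and lcp1 had at most 4 in any library.

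In pLMP-like cells the lymphoid median was -0.10 in the miR-128 mutant, 0.35 in csnk1a1 g3UTR and 0.47 in jag1b g3UTR. The first of these turned to 0.053 when WT and the miR-128 mutant were clustered without the g3UTR libraries, as was done for label transfer. It turned to 0.016 when the compared genes were kept among the variable genes. The ikzf1 ratio was 1.12 (0.873 to 1.43), 1.28 (1.03 to 1.59) and 1.38 (1.1 to 1.74), the hmgb2a ratio 0.932 (0.897 to 0.969), 1.45 (1.4 to 1.5) and 1.47 (1.42 to 1.52), and the hmgn2 ratio 0.905 (0.877 to 0.934), 1.02 (0.989 to 1.05) and 0.830 (0.804 to 0.857). The positive median of jag1b g3UTR therefore went with a lower hmgn2. The myeloid genes lcp1, spi1b and cebpa had median log2 ratios of -0.12, -0.057 and -0.010. Of these, lcp1 was at 0.95 (0.880 to 1.03) of WT in the miR-128 mutant, 0.567 (0.523 to 0.613) in csnk1a1 g3UTR and 0.768 (0.710 to 0.830) in jag1b g3UTR. The erythroid gene alas2 had 1 UMI in pLMP-like cells of WT and 48 in jag1b g3UTR, a ratio of 54.2 with an interval from 9.27 to 2184. With classes of the g3UTR libraries by label transfer this ratio fell to 8.01.

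Genes with the largest changes were named by size alone, as the 3 highest and the 3 lowest ratios to WT among genes with at least 200 UMIs in both libraries together. In endothelial cells of the miR-128 mutant the lowest were capn8 (LL0000004888) with 3 UMIs against 742 in WT, si:dkey-208m12.2 with 3 against 530 and CABZ01018269.1 with 11 against 1068. Their ratios were 0.00582 (0.0012 to 0.0171), 0.00815 (0.00167 to 0.0239) and 0.0148 (0.00738 to 0.0266). The highest were CABZ01084081.1 with 271 UMIs against 4, doc2d with 620 against 11 and prss59.1 with 1188 against 33, at ratios of 97.5 (37.6 to 360), 81.1 (45.0 to 163) and 51.8 (36.7 to 75.6). In both g3UTR libraries si:ch211-147g22.4 had 0 UMIs against 314 in WT, with an upper limit of its ratio to WT of 0.0240 in csnk1a1 g3UTR and 0.0263 in jag1b g3UTR. Also among the lowest were BX001030.1 in both, BX571664.1 in csnk1a1 g3UTR and cacng2a in jag1b g3UTR. BX571664.1 was low in every mutant library. Its value was 2.77 CPM in WT against 0.557 in the miR-128 mutant, 0.256 in csnk1a1 g3UTR and 0.923 in jag1b g3UTR.

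The highest ratios of the g3UTR libraries included the small nuclear RNA gene rn7sk, at 11.2 (10.7 to 11.7) times WT in csnk1a1 g3UTR and 26.0 (24.9 to 27.1) times in jag1b g3UTR. With it came eef1a1l2 at 8.29 (6.47 to 10.7) and LOC110440049 at 8.21 (6.13 to 11.1) in csnk1a1 g3UTR, and LOC564610 at 32.2 (25.7 to 40.9) and si:ch211-113a14.15 at 18.8 (16.3 to 21.7) in jag1b g3UTR. The eef1a1l2 ratio is not particular to the g3UTR libraries. Its value was 0.720 CPM in WT against 6.31 in the miR-128 mutant, 5.97 in csnk1a1 g3UTR and 7.64 in jag1b g3UTR. In nHSPC-like cells the lowest in the miR-128 mutant was si:ch211-121a2.2, with 1 UMI against 277, a ratio of 0.00448 (0.000113 to 0.0252), and the highest was zgc:113984 at 17.5 (13.5 to 23.2). The zgc:113984 ratio is not particular to this mutant. Its value was 7.05 CPM in WT against 124 in the miR-128 mutant, 44.2 in csnk1a1 g3UTR and 92.9 in jag1b g3UTR. BX001030.1 was lowest in nHSPC-like cells of both g3UTR libraries, with 9 UMIs in each against 333 in WT. The other genes by this rule there were CABZ01079276.1, BX548028.1 and hspb9 among the lowest in the miR-128 mutant or csnk1a1 g3UTR, and cfd and icn in jag1b g3UTR. Among the highest were wu:fc75a09, acy3.2, rn7sk, hist1h2a6, si:dkey-108k21.18, hist1h2a1 and LOC570115, with ratios from 4.17 to 25.5. Histone genes and eef1a1l2 belong to families of near-identical copies whose reads the counting may have split, so their values are uncertain.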

Values the study reported

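The study reported 22,230 kdrl-positive cells from WT and miR-128 mutant embryos after quality control, of which 6,096 were analysed as EHT cells. For the csnk1a1 and jag1b g3′UTR lines it reported 20,600 kdrl-positive cells and 7,949 cells in the reclustered EHT clusters.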

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

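The alternatives were fixed before the data were examined, except the limit of 3000 UMIs per cell, which was chosen after the data were seen. No paired analysis was possible because each group is 1 library. Of the 54 results that answer a comparison, 439 values under alternatives stayed within the main counting interval, 38 moved out of it and 6 turned direction. All 6 turns were from main intervals that excluded no change. Values that crossed no change from an interval including it were counted as stayed or moved. An example is the haemogenic EC ratio of csnk1a1 g3UTR, at 0.974 of the EHT lineage and 1.03 over all kept cells. For 79 results of single genes the counts were 538, 88 and 4. The comparison of genes with a miR-128 seed site was not run.

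The higher pLEP-like and pLMP-like shares of both g3UTR libraries held under every alternative run for them. Their ratios to WT ranged from 2.32 to 3.14 and 3.10 to 3.80 for pLEP-like cells and from 2.01 to 2.32 and 2.22 to 2.53 for pLMP-like cells, in csnk1a1 g3UTR and jag1b g3UTR. The nHSPC-like ratio of csnk1a1 g3UTR ranged from 1.44 to 1.6, and the haemogenic EC ratio of the miR-128 mutant from 1.23 to 1.43. The results that answer a comparison and moved are given below, with only some of the single genes that moved. Except for scaling, the cause was not tested.

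Without integration, the haemogenic EC ratio of jag1b g3UTR was 0.590, and the erythroid median log2 ratio in pLEP-like cells was 0.24 in csnk1a1 g3UTR and 0.38 in jag1b g3UTR. With label transfer, the haemogenic EC ratio of jag1b g3UTR was 0.611 and its erythroid median 0.39. Under this setting WT and the miR-128 mutant received no transferred labels but were clustered without the g3UTR libraries. In pLMP-like cells of the miR-128 mutant, the lymphoid median then turned to 0.053, with hmgb2a at 1.04, and the myeloid median moved to -0.22. With the compared genes kept among the variable genes, the same lymphoid median turned to 0.016, with hmgb2a at 1.01, and the myeloid median of csnk1a1 g3UTR moved to -0.12. The next higher resolution gave 1.62 for the G2/M ratio of csnk1a1 g3UTR. Without the highest Scrublet scores, the lymphoid median in pLMP-like cells of the miR-128 mutant was -0.023. Cells with at least 3000 UMIs gave a pLEP-like ratio of 3.14 in csnk1a1 g3UTR. Cells with a myb UMI in place of the cluster gave an nHSPC ratio of 1.3 in jag1b g3UTR.

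Median-of-ratios scaling lowers every gene of a library by 1 factor, a log2 value of 0.17 in csnk1a1 g3UTR and 0.32 in jag1b g3UTR for endothelial cells, and this construction accounts for the moves under it. It turned csnk1a1 to 0.927 in csnk1a1 g3UTR and 0.838 in jag1b g3UTR. The jag1b ratio of jag1b g3UTR became 0.738. The r3hdm1 ratios became 1.21 and 1.18 and the arpp21 ratios 0.740 and 1.06. In jag1b g3UTR the list medians became 0.38 for Wnt targets, -0.40 for Notch targets and 0.087 for predicted targets, and in csnk1a1 g3UTR the last became 0.15. In pLMP-like cells the lymphoid median of the miR-128 mutant became -0.18, the myeloid medians -0.17 and -0.24 in csnk1a1 g3UTR and jag1b g3UTR, and cebpa turned to 0.947 in jag1b g3UTR.

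Leaving haemoglobin, mitochondrial and ribosomal protein genes out of the CPM gave 1.02 for csnk1a1 in jag1b g3UTR, 0.37 for its predicted targets and 0.30 for the lymphoid median in pLEP-like cells of the miR-128 mutant. The mean over cells of each cell's CPM turned cebpa to 0.948 in pLMP-like cells of jag1b g3UTR, and gave -0.13 for its Notch targets, -0.16 for its myeloid median and -0.15 for the lymphoid median of the miR-128 mutant. In arterial, tip and haemogenic EC only, csnk1a1 was 1.01, 1.01 and 1.02 in the miR-128 mutant, csnk1a1 g3UTR and jag1b g3UTR, jag1b was 0.666 in csnk1a1 g3UTR, and arpp21 was 0.971 and 1.15 in the g3UTR libraries. Over all kept cells csnk1a1 was 1.03, 0.976 and 1.0, the second a turn of direction, and arpp21 turned to 1.05 in csnk1a1 g3UTR and rose to 1.62 in jag1b g3UTR.

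Depth limits the smaller classes most. The ikzf1 ratio in pLEP-like cells of the miR-128 mutant rests on 52 UMIs, and thinning left 356 nHSPC-like cells of jag1b g3UTR for the phases.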

Other observations

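The tests of the shared WT library, of preparation, of the purity of the endothelial class, of kdrl in other cells and of the sort were chosen only after the result was seen, as was the placement of the nearly silent genes. The tests of S phase, of free haemoglobin RNA, of mixed droplets and of the neighbours of the host genes were written down first.

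Across 12788 genes in endothelial cells, the log2 ratios to WT of csnk1a1 g3UTR and jag1b g3UTR correlated at 0.745. Genes are not independent replicates, and both ratios share 1 WT library. Unchanged libraries simulated against the WT counts gave a median correlation of 0.316 and at most 0.349 over 100 draws. The miR-128 mutant shares the same WT library and correlated at only 0.259 and 0.171 with them, which argues against chance values of that library as the whole of the pattern. Over 5924 genes, the mean shift of the g3UTR libraries in endothelial cells correlated at 0.674 with that in cells outside endothelium and blood, against 0.496 for the miR-128 mutant. A difference of preparation or counting may therefore contribute. It cannot be told apart from an effect of the edits, since both g3UTR matrices came from the other Cell Ranger version than WT. An effect common to both edits stays open as well and was not tested.

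Histone transcripts and rn7sk were higher in both g3UTR libraries. The median log2 ratio of 14 histone genes in endothelial cells was 1.47 in csnk1a1 g3UTR and 2.96 in jag1b g3UTR, and 1.59 and 2.49 in cells outside endothelium and blood. More cells in S phase would raise the other S phase genes alike. Those 45 genes rose by a median log2 ratio of 0.22 and 0.26 only, the latter with a counting interval of 0.20 to 0.31, which leaves most of the histone rise unexplained by S phase. Histones and rn7sk lack long poly(A) tails, so a difference in how such RNA was primed or counted is a candidate explanation that was not tested. It would be confounded with the Cell Ranger version.

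The marker of the sort, kdrl, was 2.62 times WT in endothelial cells of csnk1a1 g3UTR and 3.15 times in jag1b g3UTR. A purer endothelial class would raise the other endothelial markers alike. The median ratio of the other 10 markers was 1.05 in csnk1a1 g3UTR, over a range from 0.641 (egfl7) to 1.56 (cdh5), and 1.1 in jag1b g3UTR, over a range from 0.744 to 2.44, so a purer class is unlikely to be the whole cause. In the same sense, runx1 was 2.06 and 2.22 times WT in the g3UTR libraries, and a difference of counting between the pairs of libraries stays open for both genes. Such a difference alone would raise kdrl alike in all cells of a library. In the cells outside endothelium and blood kdrl was 2.49 times WT (2.39 to 2.58) in jag1b g3UTR but only 1.17 times (1.12 to 1.23) in csnk1a1 g3UTR, so that these values alone do not decide.

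The pLEP-like and pLMP-like shares were higher in both g3UTR libraries. A less pure sort that let in all other cells alike would add cells outside endothelium and blood by a like ratio. Their share of kept cells was 1.28 times WT (1.16 to 1.41) in jag1b g3UTR and 1.11 times (0.998 to 1.23) in csnk1a1 g3UTR, well below the ratios of both blood classes, so that such a sort alone is unlikely. These values cannot speak to a sort that let in blood cells more than other cells. A different recovery of blood cells during dissociation or in the sort, and a biological difference between the lines, stay open and were not tested.

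In pLMP-like cells, haemoglobin transcripts of 13 genes reached 1762 CPM in jag1b g3UTR against 127 in WT. Free haemoglobin RNA would be spread over the cells, but the highest 5% of them held 80.1% of these UMIs. Cells outside endothelium and blood were at a like level of 1375 CPM, which goes with free RNA for a part of the signal. Droplets with an erythroid and a myeloid cell would be rich in UMIs, but the 34 cells with over 1% haemoglobin had a median of 2412 UMIs against 10804 in the others, and without the highest Scrublet scores the level was 1816 CPM. Shallow droplets with debris of erythroid cells may remain in this class. The higher alas2 count of these cells in jag1b g3UTR has to be read with that limit.

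In the miR-128 mutant 19 genes were close to 0 in endothelial cells, at a log2 ratio of at most -3, and not in the g3UTR libraries. Haplotypes carried along with the mutated host genes may cause such losses near r3hdm1 and arpp21. Among the 100 nearest genes on either side of both, 6 of 170 tested genes (3.53%) changed at least 2-fold, against 1.78% of all placed genes. That share lay at percentile 89.9 among 10000 random pairs of genes, too few genes to decide. For gene order the RefSeq table of the assembly GRCz12tu was used, which placed 88.3% of tested genes. Of the 19 genes only 14 were placed, which is too few for a check of the set. Of those 14, 0 lay among the 100 nearest genes of a host and 1 on a host's chromosome. Strain variants elsewhere in the genome stay open and were not tested.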
